A study of Mus musculus with 6 samples. Its data were reported in "Intracellular fraction of zona pellucida protein 3 is required for the oocyte-to-embryo transition in mice" (2023).

How the data were processed

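RNA was sequenced from 6 pools of 13 mouse zygotes each, B6C3F1 oocytes fertilized by CD1 males, collected 10 h after microinjection at the pronuclear stage. Per the labels, zygotes were injected 15 h after hCG with mRNA for Trim21 tagged with mCherry, at 0.2 mg/mL, and a dextran tracer labelled with Oregon green, at 0.02 mg/mL, together with either anti-ZP3 antibody at 1 mg/mL (ZP3 Trim-away, 3 libraries) or the buffer of the antibody (buffer control, 3 libraries). The paper gives slightly different values for the hour and the concentrations, and the values printed here are those of the labels. Libraries were made with a low-input kit that primes on poly(A) tails with oligo-dT and switches template at the 5′ end. The labels name each library as a replicate without saying whether the pools came from separate collections, so p-values measure the spread between these pools, which may be technical.

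The authors deposited one table of RPKM values (reads scaled to exon length and library total) for 25731 genes, of which 561 had no symbol. Per the labels and the paper's methods, reads were checked with FastQC 0.11.9, trimmed with Trimmomatic, aligned with HISAT2, handled with SAMtools and counted per gene with htseq-count before conversion to RPKM. The versions of the other tools are not given in the sources used here. The labels name genome build GRCm39 and the paper GRCm38, and the annotation used here was GENCODE release M21 on GRCm38, so no coordinates are printed. Genes are given by symbol, a few of them with the Ensembl identifier. Counting of this kind leaves out reads that match several places, and genes with near-identical copies can be listed far below their level: Gapdh lay between 0 and 0.17 RPKM and mt-Co2 between 0.08 and 0.84 RPKM in the 6 libraries, both chosen after their values were seen. Values of ribosomal protein genes, Hsp90ab1 and other genes with processed pseudogenes are uncertain for the same reason. The counting is not stated to use strand, so Myocos, which lies opposite another gene, is uncertain too.

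The columns were compared before any averaging. In the deposited table, control replicate 2 was never below 0.5 times control replicate 1 in any of the 13202 genes above 0 in replicate 1, and was exactly 0.5 times that value in 2059 genes. Control replicate 3 had the same relation to replicate 1, with 2090 genes at exactly 0.5 times. No other pair of columns had a single gene at exactly that ratio. Columns 2 and 3 were therefore treated as arithmetic means of control replicate 1 and a further library each, and that library was taken as 2 times the column minus replicate 1. No value came out negative (0 genes), which follows from the ratio above. Multiplying RPKM by exon length in the annotation and by the library total gives reads, and the share of values within 0.01 of a whole read rose from 9.6% as deposited to 95.6% after separation for replicate 2 and from 9.0% to 95.7% for replicate 3, against 96.0% for control replicate 1 and 95.0% to 95.2% for the Trim-away libraries. For replicates 2 and 3, both shares used the total found from the separated library. No total was fitted to the columns as deposited, so their low shares are partly set by that choice. The deposited control columns give replicate 1 a weight of 66.7% in their mean. All results are on the separated libraries unless the columns as deposited are named. The analysis fixed before the data were examined did not foresee this. Separating the libraries, and taking the separated values as the main result, was decided after the ratio had been seen, and the result for the columns as deposited is given beside it.

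Exon lengths were available for 24959 genes, and 23666 genes gave whole reads in all 6 libraries. The same steps gave each library's total: 18567367, 20005724 and 17378251 reads for control replicates 1, 2 and 3, and 15746633, 15725980 and 15291000 for the Trim-away replicates. At 1 kb of exon, a count of 3 reads, the upper limit that a count of 0 allows, corresponds to 0.15 to 0.196 RPKM, and this limit covers counting error only, since amplified reads are not independent molecules.

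The groups were compared with limma 3.58.1 in R 4.3.3 on log2(RPKM + 1), with a trended prior spread, for the 9965 genes with a mean of at least 1 RPKM over the 6 libraries. Tests were two-sided, with Benjamini-Hochberg adjustment at 0.05 over all genes tested. Log2 fold changes are on the log2(RPKM + 1) scale, which understates the change of low genes. Each of 28 gene lists fixed before the data were examined was tested with camera at its preset correlation of 0.01 if at least 3 members were tested, which left 26 lists. Camera compares a list with all other genes. Camera with an estimated correlation and fry were run beside it. The share of variance between groups was tested by exact permutation over the 10 splits of 6 libraries into 3 and 3, for which the smallest possible p is 0.1. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used for the separation and the figures.

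The steps were tested on simulated values for 9965 genes in 20 simulations, with the real mean of each gene and, in each group, a spread that depended on the mean alone. Real genes differ more in spread, so the recovered shares below are for this simpler case. The changed genes were drawn only from genes with a mean log2(RPKM + 1) above 2, and their folds were set on that scale. The shares therefore do not cover lower genes. With 200 changed genes, the separated libraries gave a median of 157.5 calls, of which a median of 3 were unchanged genes, and recovered 55.6% of genes changed 2-fold and 99.5% of genes changed 4-fold. With no changed gene, the separated libraries gave a median of 0 calls (range 0 to 1), whereas averaging the simulated control columns as in the deposited table gave a median of 1577 calls (range 1426 to 1759). The simulated genes were independent and had no difference shared across the genes of a library. The median of 0 calls therefore does not give the rate of false calls in the real libraries, where such differences can exist.

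The genes named in the text follow a rule fixed before the data were examined: Zp1, Zp2, Zp3, Trim21 and 7 genes that the study named at 24 h, the 12 genes with the smallest p in each direction among called genes whose groups do not overlap (or, with fewer, those and the next by p up to 6), the 5 called genes with the largest fold in each direction, and of each list the member with the smallest p in each direction and the most abundant one. Symbols of predicted or unnamed models were left out. The rule gives 91 genes, and all of them are named. Besides the main setting 27 others were run. Of these, 21 were fixed before the data were examined, 6 of them leaving out 1 library. They were pseudocounts of 0.1 and 5, other filters, 3 other scalings between libraries, a constant prior, a model without moderation, library quality weights, a replicate block, other list tests, the most abundant genes for the share of variance, and leaving out each library. The 6 added after the data were examined were the columns as deposited, these columns and the separated libraries without log and without moderation, limma-voom on the recovered reads, totals without Trim21 reads, and removal of the trend with exon length. The unlogged, unmoderated settings were added last, after the values of the others had been seen. The 24 h data of the study are not analysed here.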

Results

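Trim-away removes a protein from a cell by supplying an antibody against it together with TRIM21, a ubiquitin ligase that binds antibodies and sends them with their target to the proteasome. Mouse zygotes received mCherry-Trim21 mRNA with anti-ZP3 antibody, aimed at the zona pellucida protein ZP3, or mCherry-Trim21 mRNA with the buffer of the antibody. Their transcriptomes were compared 10 h later, at the pronuclear stage, with 3 pools of 13 zygotes in each group. The comparison asks which transcripts differ shortly after ZP3 is targeted. Library totals were 18567367, 20005724 and 17378251 reads in the controls and 15746633, 15725980 and 15291000 reads in ZP3 Trim-away. The deposited columns of control replicates 2 and 3 each held the mean of control replicate 1 and a further library, and the values below are those of the separated libraries.

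**Figure D1:**
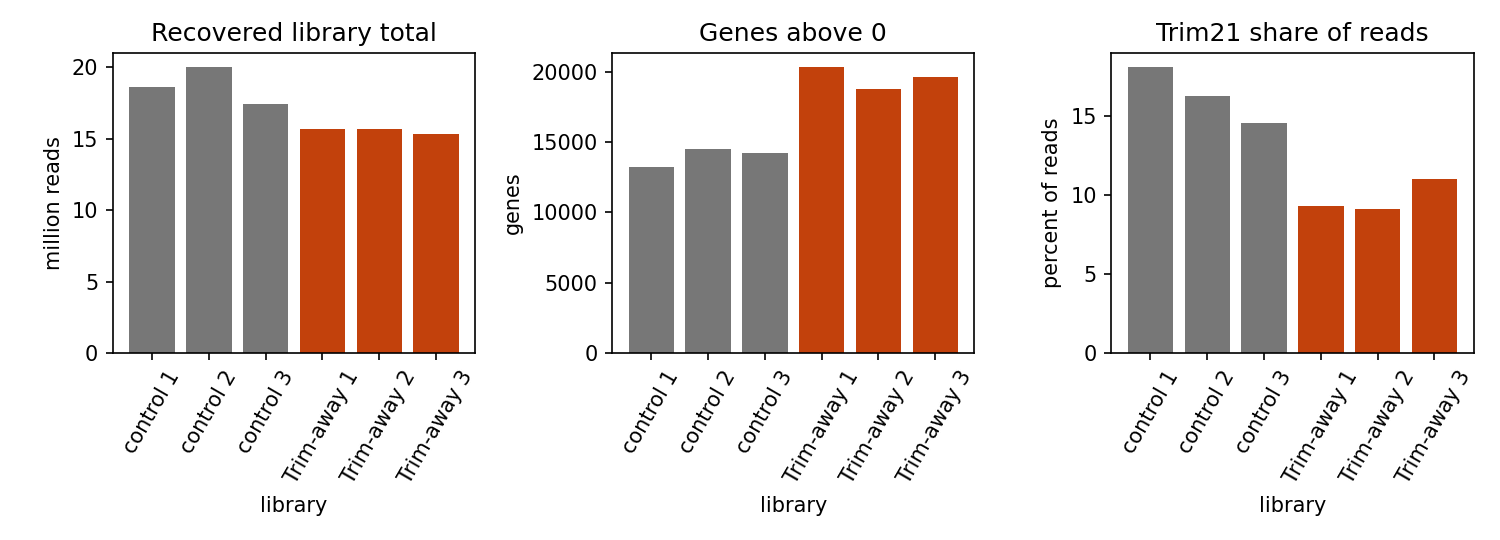
Recovered library totals, number of genes above 0, and share of reads from Trim21 in percent, for each of the 3 buffer control libraries (grey) and the 3 ZP3 Trim-away libraries (orange). The controls have higher totals and Trim21 shares of 14.6% to 18.1%, and fewer genes above 0 (13202 to 14501, against 18794 to 20316).

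Transcripts of the 3 zona genes were present in all 6 libraries and none of them passed the test in the main setting (camera adjusted p = 0.943 for the list). Zp3 (ENSMUSG00000004948), whose protein the antibody targets, stood at 42.3 ± 12.3 RPKM in the controls and 52.7 ± 6.21 RPKM in ZP3 Trim-away (mean ± SD, n = 3 each; log2 fold change 0.34 ± 0.21 SE, limma adjusted p = 0.411). Zp2 (ENSMUSG00000030911) stood at 40.1 ± 12.2 and 48 ± 1.59 RPKM, and Zp1 (ENSMUSG00000024734) at 22.9 ± 14 and 18.1 ± 3.1 RPKM. Zp3 passed with the columns as deposited (0.51, limma adjusted p = 0.0172), and its direction turned with the length trend removed (-0.09). That of Zp1 turned without control replicate 2 (0.3). Trim-away acts on protein, so these mRNA values do not measure the depletion. Trim21 (ENSMUSG00000030966), whose sequence the injected mRNA carries, was the most abundant of these transcripts in both groups and fell by 0.73 ± 0.1 on the log2 scale in ZP3 Trim-away, from 43944 ± 4690 to 26403 ± 2769 RPKM (limma adjusted p = 0.0274). It took 16.3 ± 1.75% of reads in the controls and 9.8 ± 1.04% in ZP3 Trim-away (n = 3 each; two-sided exact permutation p = 0.1, the smallest that 3 against 3 allows). The Trim21 call was lost without any 1 of the 3 Trim-away libraries (adjusted p = 0.19, 0.213 and 0.203).

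**Figure D2:**
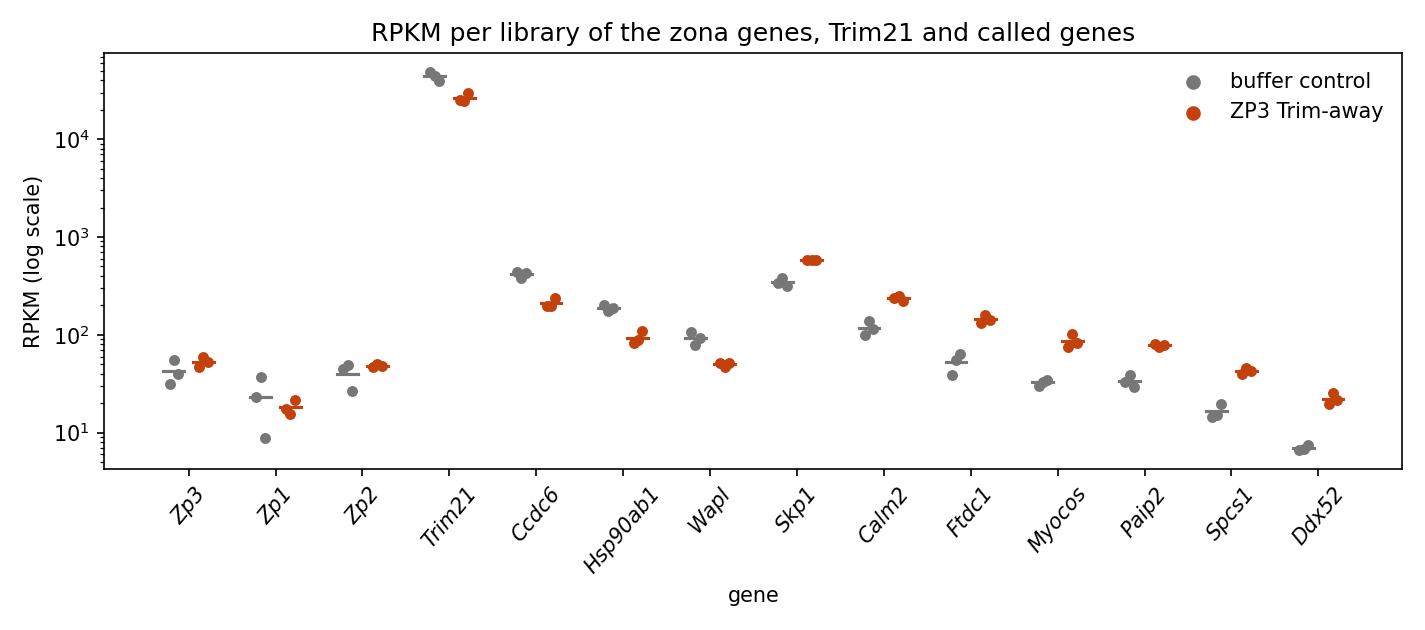
RPKM on a log axis of the 3 zona genes, Trim21 and 10 called genes, 1 point per library with the group mean as a line (grey, buffer control; orange, ZP3 Trim-away; n = 3 each). The zona genes overlap between the groups, and Trim21, Ccdc6, Hsp90ab1 and Wapl are lower in each Trim-away library than in each control library.

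Of 9965 genes tested, 63 differed, and 59 of them were higher in ZP3 Trim-away. The abundant genes among those that rose included Skp1, a subunit of SCF ubiquitin ligases (ENSMUSG00000036309; 347 ± 34.5 to 582 ± 5.22 RPKM, log2 fold change 0.75 ± 0.1), Calm2, a calmodulin gene (117 ± 19.6 to 237 ± 15.3 RPKM, 1.02 ± 0.14), Ftdc1, a ferritin-domain gene (52.5 ± 12.1 to 144 ± 13.5 RPKM, 1.46 ± 0.18), and Paip2, which encodes a repressor of poly(A)-binding protein (33.6 ± 5.03 to 78.6 ± 2.78 RPKM, 1.21 ± 0.15; mean ± SD and log2 fold change ± SE, n = 3 each). Ddx52, an RNA helicase of ribosomal RNA processing, rose by 1.53 ± 0.2, Spcs1, a signal peptidase subunit, by 1.33 ± 0.17, and Myocos by 1.37 ± 0.16. Only 4 genes fell: Ccdc6, a coiled-coil protein gene (fell by 0.98 ± 0.11, from 416 ± 32.4 to 211 ± 22.6 RPKM), Hsp90ab1, a cytosolic HSP90 chaperone (fell by 1.01 ± 0.14, from 189 ± 13.6 to 93.7 ± 14.6 RPKM), Wapl, the cohesin release factor (fell by 0.86 ± 0.14, from 92.8 ± 14 to 50.1 ± 2.41 RPKM), and Trim21. Pard3, a cell polarity gene, and Cgas, a sensor of cytosolic DNA, had log2 fold changes of -0.68 ± 0.13 and -1.07 ± 0.2 and did not pass (limma adjusted p = 0.0519 for each).

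Several of the genes with the largest folds were listed at 0 or close to it in the controls. Serpinh1, the collagen chaperone HSP47, was listed at 0, 0 and 0.75 RPKM in the controls and at 9.85, 16.37 and 11.64 RPKM in ZP3 Trim-away. Timp1, an inhibitor of metalloproteinases, was listed at 0 in all 3 controls and at 5.86, 5.3 and 12.52 RPKM in ZP3 Trim-away. Cldn34d, a claudin family gene (4.74, 7.78 and 6.25 RPKM), Nudt2, a nucleotide hydrolase gene (7.67, 6.4 and 4.64 RPKM), and Defb48, a beta-defensin gene (4.71, 8.15 and 5.14 RPKM), had the same form, with 0 in each control. Ephx2, the soluble epoxide hydrolase gene, was listed at 2.65, 0 and 0.6 RPKM in the controls and at 10.92, 19.35 and 20.8 RPKM in ZP3 Trim-away. Of the 63 called genes, 10 were listed at 0 in all 3 controls.

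The 63 genes passed an adjusted p of 0.05 in limma, and 38 of them also changed more than 2-fold, 37 higher and 1 lower. The smallest adjusted p was 0.025, and 1942 genes had an unadjusted p under 0.05. In 26.7% of the tested genes the groups did not overlap, where chance gives 10% over both directions. Most of these genes were higher in ZP3 Trim-away (20.3% of the tested genes, against 6.34% lower). Genes of the same libraries are not independent, so these shares carry no test. The median log2 fold change of all tested genes was 0.22, so values of gene groups are also given relative to it. With median ratio scaling, which brought this median to 0.06, 12 genes passed (9 higher, 3 lower), with trimmed mean scaling 15 (12 higher, 3 lower), with quantile normalization 24 (18 higher, 6 lower), with Trim21 reads left out of the totals 19 (16 higher, 3 lower), and with the trend with exon length removed 33, of which 12 were higher and 21 lower. Without control replicate 1, 2 or 3 the count was 162, 300 or 125, and without any 1 Trim-away library it was 0 (1208, 1100 and 1238 genes at an unadjusted p under 0.05), whereas the columns as deposited gave 3707 genes, 2537 higher and 1170 lower. The model takes the same spread of a gene in both groups. The median SD of a gene on the log2 scale was 0.44 in the controls and 0.2 in ZP3 Trim-away, so the counts without 1 library do not single out that library.

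Genes of the cytoplasmic ribosome and of oxidative phosphorylation stood higher than other genes in ZP3 Trim-away in limma's camera at its preset correlation (adjusted p = 2.65e-09 and 5.49e-09). With a correlation estimated from the data neither list passed (adjusted p = 0.242 and 0.141). Of 79 ribosomal protein genes with deposited values, 53 reached a mean of 1 RPKM and were tested, and 11 reached 10 RPKM. Most values were thus low, and they are uncertain because reads that match several places are left out. Of the 53 genes tested, 50 had a positive log2 fold change, with a median of 0.79, or 0.57 above the median of all genes. None passed the test over all genes, and 27 rose when adjusted over the list alone. Rps6, of the small subunit, stood at 2.53 ± 0.237 RPKM in the controls and 8.59 ± 1.42 RPKM in ZP3 Trim-away (log2 fold change 1.43 ± 0.26, limma adjusted p = 0.0515). Rpl17, the most abundant member tested, stood at 48.8 ± 8.27 and 84.7 ± 8.99 RPKM, and Rplp2 went the other way, at 11.4 ± 1.79 and 8.92 ± 1.31 RPKM. Of 69 nuclear genes of oxidative phosphorylation, 66 had a positive log2 fold change, with a median of 0.7 (0.49 above all genes). Of these genes 2 rose over all genes and 21 when adjusted over the list alone. Ndufc2, a complex I subunit, rose by 2.61 ± 0.4, with 1.21, 0.93 and 3.66 RPKM in the controls and 14.23, 22.35 and 11.62 RPKM in ZP3 Trim-away. Cox8a, of complex IV, stood at 64.6 ± 25.3 and 80.1 ± 7.14 RPKM, and Sdha, of complex II, at 62 ± 11.2 and 51.8 ± 7.62 RPKM. Of 42 proteasome genes, 35 had a positive log2 fold change, with a median of 0.46 (0.24 above all genes). Psma1, of the 20S core, rose by 1.24 ± 0.2 (15.2 ± 1.99 to 37.7 ± 8.06 RPKM), 14 members rose when adjusted over the list alone, and Psme4, a proteasome activator, had a log2 fold change of -0.71 ± 0.25 (adjusted p = 0.176). Psmc5, the most abundant member, stood at 99.6 ± 17.7 and 140 ± 9.92 RPKM.

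These 3 of 26 lists passed an adjusted p of 0.05 in camera, the proteasome with 0.0269 (adjusted p = 0.499 with an estimated correlation), and no list passed in the lower direction. The proteasome call was also lost with median ratio scaling (adjusted p = 0.0636), with the length trend removed (0.148, where the median relative to all genes fell from 0.24 to 0.08), among genes with a mean of at least 10 RPKM (0.156), and without control replicate 1 (0.0701), control replicate 3 (0.0943) or Trim-away replicate 2 (0.0589), with relative medians of 0.19 to 0.23 outside the length setting. Lost too was the ribosomal protein call among genes with a mean of at least 10 RPKM (0.0659), while fry, which does not compare a list with other genes, gave 15 lists on balance higher. Ribosomal protein genes (median exon length 1684 bp) and oxidative phosphorylation genes (1718 bp) were shorter than all tested genes (3626 bp), and log2 fold changes fell with exon length across genes (Spearman's rho = -0.3 over 9858 genes, which are not independent replicates). Single libraries differed in this trend by -0.15 to -0.27 between groups, and within ZP3 Trim-away by -0.18 (replicate 2 minus 1), -0.06 (3 minus 1) and 0.12 (3 minus 2). Within the controls the values were -0.07 (replicate 2 minus 1), -0.05 (3 minus 1) and 0.01 (3 minus 2).

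**Figure D3:**
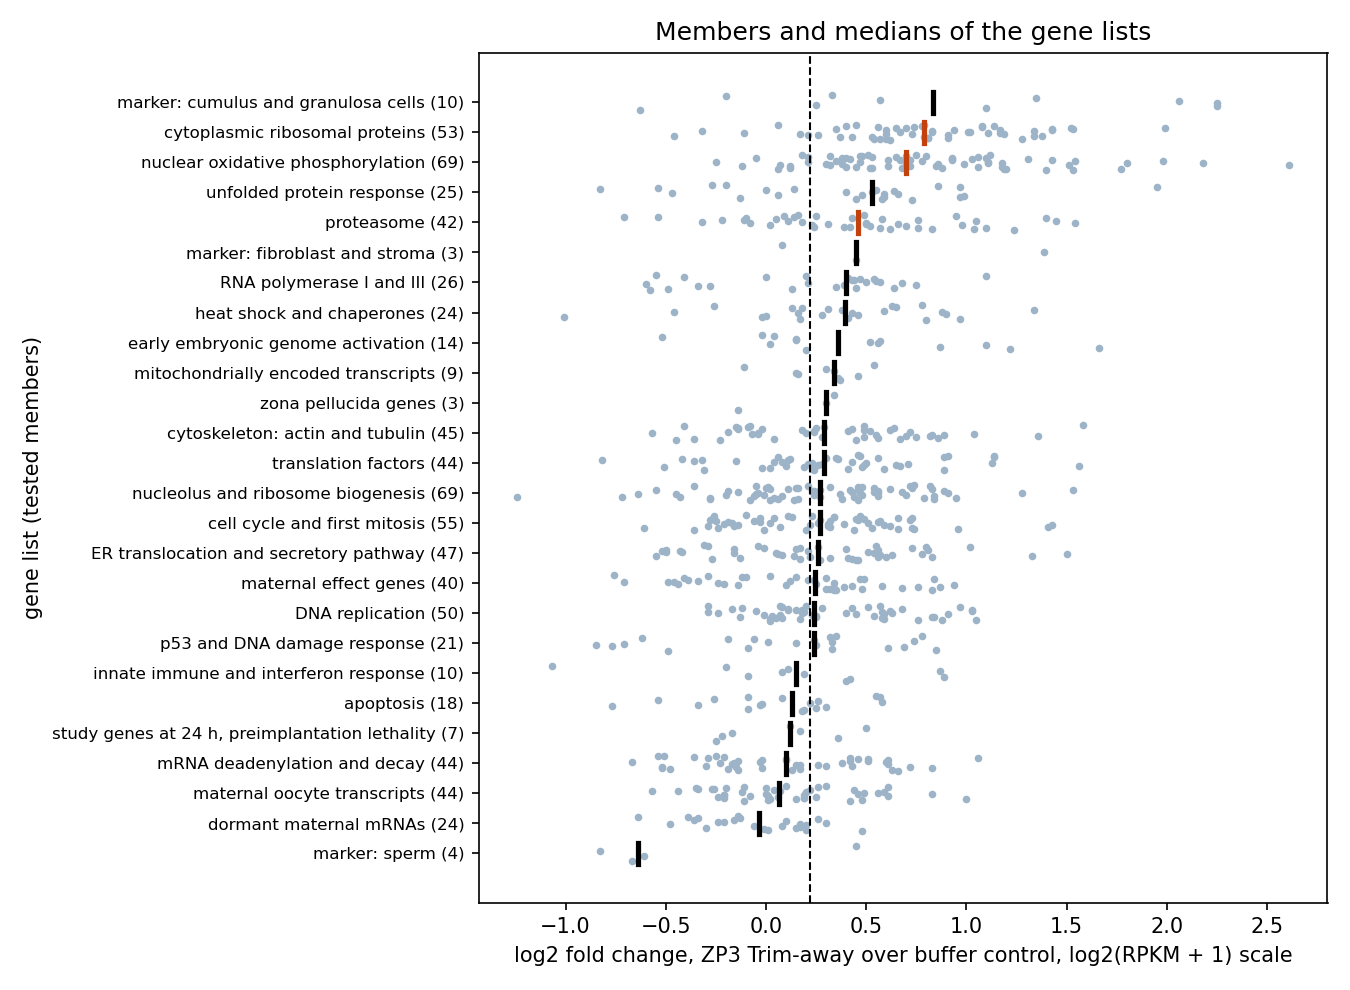
Log2 fold change of each tested member (points) and median (bars) of the 26 gene lists, on the log2(RPKM + 1) scale. The dashed line marks the median of all tested genes, 0.22, and the orange bars mark the 3 lists past an adjusted p of 0.05 in camera.

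**Figure D4:**
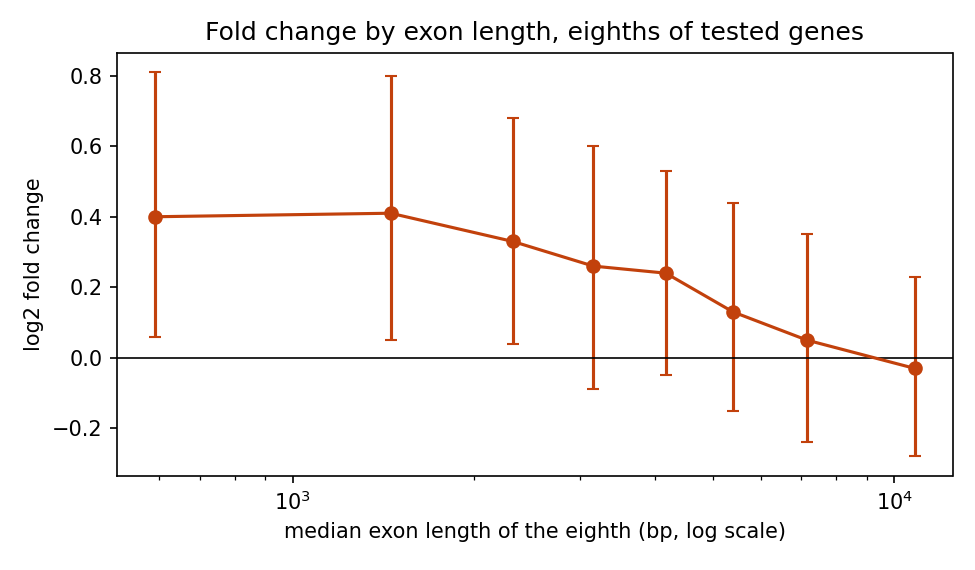
Median log2 fold change (points) with the interquartile range (bars) in 8 bins of tested genes by exon length, against median exon length in bp on a log axis. The median runs from 0.4 in the shortest bin to -0.03 in the longest.

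The other lists of protein synthesis and turnover did not pass in camera in the main setting, and with no filter the translation factors passed as higher (adjusted p = 0.0473, against 0.519 with an estimated correlation in the main setting). Among 44 translation factor genes, Eef1e1, of the aminoacyl-tRNA synthetase complex, rose by 0.89 ± 0.15 (22 ± 0.252 to 41.8 ± 3.59 RPKM), and Eif5, an initiation factor, had a log2 fold change of -0.82 ± 0.18 (adjusted p = 0.066). Eif4e1b, the oocyte cap-binding protein gene, stood at 310 ± 32.8 and 326 ± 10.8 RPKM, and its direction turned with all 3 other scalings. When adjusted over the list alone, 3 rose and 1 fell (camera adjusted p = 0.41). Among 69 genes of the nucleolus and ribosome biogenesis, Ddx52 was the only one called and the only one adjusted over the list alone (camera adjusted p = 0.581). Brix1, a 60S assembly factor and the most abundant of them, stood at 255 ± 18.5 and 343 ± 11.3 RPKM, and Nol10 at 69.6 ± 7.8 and 51.1 ± 1.56 RPKM. The 26 genes of RNA polymerases I and III had none called on either scale (camera adjusted p = 0.943), and their median lay above that of all genes while camera placed them below. Taf1a, a polymerase I initiation factor gene, stood at 105.5 ± 17.1 and 146 ± 14.5 RPKM, and Polr1a, the largest polymerase I subunit gene, at 3.33 ± 0.581 and 1.89 ± 0.286 RPKM. Of 47 genes of endoplasmic reticulum translocation and secretion, 2 rose, Spcs1 among them, and the same number when adjusted over the list alone (camera adjusted p = 0.493). Srp14, of the signal recognition particle, stood at 188.5 ± 9.53 and 228 ± 24.3 RPKM, and Copa, of the COPI coat, at 21.1 ± 3.54 and 14.6 ± 2 RPKM. Among 24 chaperone genes Hsp90ab1 was the only one called, and 2 rose and 1 fell when adjusted over the list alone (camera adjusted p = 0.41). Dnaja1, a co-chaperone gene, stood at 10.7 ± 1.63 and 20.6 ± 0.687 RPKM, and Hsp90aa1, the other cytosolic HSP90, at 183 ± 23 and 181 ± 15.6 RPKM. Among 25 genes of the unfolded protein response, Asns, the asparagine synthetase gene, was called, listed at 0 in all 3 controls and at 3.02, 2.65 and 2.97 RPKM in ZP3 Trim-away. In that list 5 rose and 1 fell when adjusted over the list alone, the latter Ppp1r15a, a phosphatase subunit of the stress response, at 46.1 ± 6.33 and 25.4 ± 2.86 RPKM (camera adjusted p = 0.41). Canx, the calnexin gene, stood at 116 ± 8.68 and 106 ± 7.83 RPKM.

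Among maternal transcripts 1 gene was called over all genes, and no list passed in camera in the main setting. Among 40 maternal effect genes Nlrp14 rose by 0.68 ± 0.11 (308 ± 32.8 to 494 ± 27 RPKM), and when adjusted over the list alone 14 rose and 2 fell. Tet3, which encodes the oxidase of paternal DNA methylation, stood at 31.6 ± 2.42 and 18.9 ± 1.31 RPKM (adjusted p = 0.0669), and Dppa3, the most abundant of them, at 4215 ± 634 and 5680 ± 757 RPKM. Among 44 oocyte transcripts none was called over all genes, and 8 rose and 2 fell when adjusted over the list alone. Oosp2, an oocyte-secreted protein gene, had a log2 fold change of 1 ± 0.18 (adjusted p = 0.0515) and Tcl1, the most abundant, of -0.34 ± 0.08 (adjusted p = 0.0831). The median of this list lay at 0.06 and its mean at 0.11, both positive, while camera placed it below other genes. The 24 dormant maternal mRNAs, which are translated after meiotic resumption, had a median log2 fold change of -0.04 (-0.26 relative to all genes, camera adjusted p = 0.0823), and none was called on either scale. The dormant list passed, in the lower direction, with median ratio scaling (adjusted p = 0.00778), TMM scaling (0.0172), Trim21 reads left out (0.0299) and the length trend removed (0.0142), and with this last setting the oocyte list also passed as lower (0.0033). With an estimated correlation in the main setting neither passed (adjusted p = 0.454 and 0.832). Btg4, a deadenylation factor, stood at 1656 ± 129 and 2048 ± 201 RPKM. The 44 genes of mRNA deadenylation and decay had none called on either scale (camera adjusted p = 0.41), with Parn, a deadenylase gene, at 16.3 ± 5.28 and 26.8 ± 2.2 RPKM and Cnot8, of the CCR4-NOT complex, at 208 ± 42.7 and 143 ± 13 RPKM. The 14 tested genes of early genome activation also had none called on either scale, with Arg2 at 142 ± 29.8 and 208 ± 3.97 RPKM Cphx1 at 153.5 ± 45.5 and 214 ± 11.4 RPKM, and Klf4 at 1.98 ± 1.59 and 0.89 ± 0.308 RPKM (camera adjusted p = 0.493). Camera gave adjusted p = 0.976 for maternal effect genes and 0.581 for oocyte transcripts.

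Among 50 DNA replication genes, Gins4, of the replicative helicase, rose by 0.91 ± 0.14 (27.2 ± 2.03 to 51.8 ± 1.85 RPKM), and 2 rose when adjusted over the list alone. Slbp, the histone stem-loop binding protein gene, stood at 812 ± 124 and 851 ± 34.2 RPKM, with a direction that turned with all 3 other scalings, and Rfc1, of the clamp loader, at 36.7 ± 6.23 and 30.7 ± 1.73 RPKM. Among 45 actin and tubulin cytoskeleton genes, Arpc3, of the Arp2/3 complex, rose by 0.86 ± 0.15 and was the only one when adjusted over the list alone, and Fmn2, an actin nucleator of the oocyte, stood at 35.5 ± 4.43 and 23.7 ± 3.71 RPKM. Rdx, the radixin gene, stood at 158 ± 18.6 and 150 ± 7.45 RPKM. Of 55 cell cycle genes none was called over all genes and 5 rose when adjusted over the list alone. Fbxo5, the EMI1 inhibitor of the anaphase-promoting complex, stood at 58.5 ± 9.79 and 97 ± 7.12 RPKM, Plk1, a mitotic kinase gene, at 184 ± 8.28 and 150 ± 16.5 RPKM, and Pttg1, the securin gene, at 1927 ± 255 and 2454 ± 399.5 RPKM.

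Genes of DNA damage, apoptosis and immunity did not stand apart from other genes in camera. The 21 genes of the p53 response and the 18 apoptosis genes had none called on either scale. In the p53 list Ccng2 stood at 6.52 ± 1.65 and 11 ± 1.62 RPKM, Brca2, of recombination repair, at 15.4 ± 3.45 and 9.59 ± 1.46 RPKM, and Mdm4, a p53 inhibitor gene, at 330 ± 10.7 and 310 ± 6.2 RPKM. In the apoptosis list, Birc5, the survivin gene, stood at 125 ± 25.9 and 182.5 ± 3.61 RPKM, Xiap, a caspase inhibitor gene, at 2.29 ± 0.245 and 1.31 ± 0.653 RPKM, and Bcl2l10 at 4717 ± 239 and 5396 ± 784 RPKM. Of 10 innate immune genes only Cgas passed when adjusted over the list alone, in the lower direction. Ddx58, the RNA sensor RIG-I, stood at 4.68 ± 1.45 and 9.24 ± 1.53 RPKM, and Nfkbia, an inhibitor of NF-kappa-B, at 56.2 ± 9.29 and 48.3 ± 2.3 RPKM. Of 9 mitochondrially encoded transcripts none was called over all genes and 5 rose when adjusted over the list alone, with mt-Cytb at 3317.5 ± 499.6 and 4813 ± 418 RPKM and mt-Atp8 at 1.12 ± 0.517 and 0.947 ± 0.33 RPKM. The camera adjusted p was 0.458 for replication, 0.493 for the cytoskeleton, 0.619 for the cell cycle, 0.626 for p53, 0.581 for apoptosis and for innate immunity, and 0.41 for mitochondrial transcripts.

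The 7 genes that the study named at 24 h for preimplantation lethality did not pass at 10 h, over all genes or adjusted over the list alone (camera adjusted p = 0.581). The study chose them on its 24 h samples. Eif6, an anti-association factor of the ribosome, stood at 30.8 ± 3.21 RPKM in the controls and 39.7 ± 3.16 RPKM in ZP3 Trim-away (log2 fold change 0.36 ± 0.15, adjusted p = 0.238). Kpna7, an importin of oocytes, stood at 134 ± 10.5 and 114 ± 8.75 RPKM, and Cdca8, of the chromosomal passenger complex, at 110 ± 28.9 and 90.1 ± 5.39 RPKM. Kif11, the spindle kinesin Eg5, stood at 21.8 ± 4.4 and 19.3 ± 3.99 RPKM, and Orc6, of the origin recognition complex, at 133 ± 10.2 and 151 ± 18.6 RPKM. Psmc4, a proteasome ATPase, stood at 14.6 ± 10.6 and 18.4 ± 4.27 RPKM, and Timm23, a mitochondrial import channel, at 52.2 ± 11.9 and 55.8 ± 3.06 RPKM. The direction of Orc6 turned with median ratio scaling and quantile normalization, and that of Timm23 with all 3 other scalings.

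No list of markers of cells that can accompany zygotes passed in camera in the main setting. Of 10 cumulus and granulosa genes tested, 8 had a positive log2 fold change (median 0.83, 0.62 above all genes), none was called over all genes and 2 rose when adjusted over the list alone (camera adjusted p = 0.41). Among genes above 0 in all 6 libraries the relative median of this list was negative. That filter leaves out any marker listed at 0 in a control, so this turn was partly built in. Inha, an inhibin subunit, was listed at 0 in all 3 controls and at 2.32, 2.8 and 7.49 RPKM in ZP3 Trim-away. Serpine2, the most abundant of them, stood at 34.6 ± 11.9 and 43 ± 10.7 RPKM, and Cyp19a1, the aromatase gene, at 9.34 ± 1.13 and 5.72 ± 0.983 RPKM. Of 3 fibroblast genes, Sparc passed when adjusted over the list alone, with 1.52, 0 and 0.56 RPKM in the controls and 2.75, 3.37 and 3.35 RPKM in ZP3 Trim-away (camera adjusted p = 0.493). Of 4 sperm genes none was called on either scale, and Odf2 stood at 22.6 ± 5.75 and 14.2 ± 1.26 RPKM (camera adjusted p = 0.057). In 7 other settings the sperm list passed as lower, among them genes above 0 in all 6 libraries (adjusted p = 0.00875), the columns as deposited (0.00512) and leaving out Trim-away replicate 1 (0.0136) or 3 (0.0182). With an estimated correlation its adjusted p was 0.454. Ldhc, of the same list, was listed at 0, 1.52 and 0.95 RPKM in the controls and at 1.77, 0.68 and 1.7 RPKM in ZP3 Trim-away. Blood markers had 2 genes tested and the oviduct list 1, too few for camera. Tppp3, of the oviduct list, was listed at 0, 0 and 3.58 RPKM in the controls and at 0.48, 1.1 and 0.92 RPKM in ZP3 Trim-away. H2-Aa, an MHC class II gene of the blood list, stood at 24.5 ± 2.98 and 29.6 ± 4.47 RPKM. Cd52 was listed at 0 in all 3 controls and at 1.5, 0.8 and 4.96 RPKM in ZP3 Trim-away, and was the only blood marker past the test adjusted over the list alone.

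Between the groups lay 33.2% of the variance of the tested genes, the largest share of the 10 splits of the 6 libraries into 3 and 3 (two-sided exact permutation p = 0.1, the smallest possible; highest other split 20.1%). Without any 1 Trim-away library the exact permutation p was 0.3, and other splits gave as large a share. The 3 Trim-away libraries lay close together, with pairwise Pearson correlations of 0.969 to 0.971 across genes, and the control pairs had 0.868 to 0.892, below or within the range of the pairs between groups (0.878 to 0.924). Each control correlated more closely with every Trim-away library (0.878 to 0.924) than with another control. The median SD of a gene was 0.44 on the log2 scale in the controls and 0.2 in ZP3 Trim-away. The first principal component, 39.4% of the variance, separated the groups, with the controls at -66.3, -1.4 and -5 and ZP3 Trim-away at 23.7, 26.5 and 22.5, and set control replicate 1 far from the other 5 libraries. With the columns as deposited the share between groups was 63.5%, and the first component again separated the groups.

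**Figure D5:**
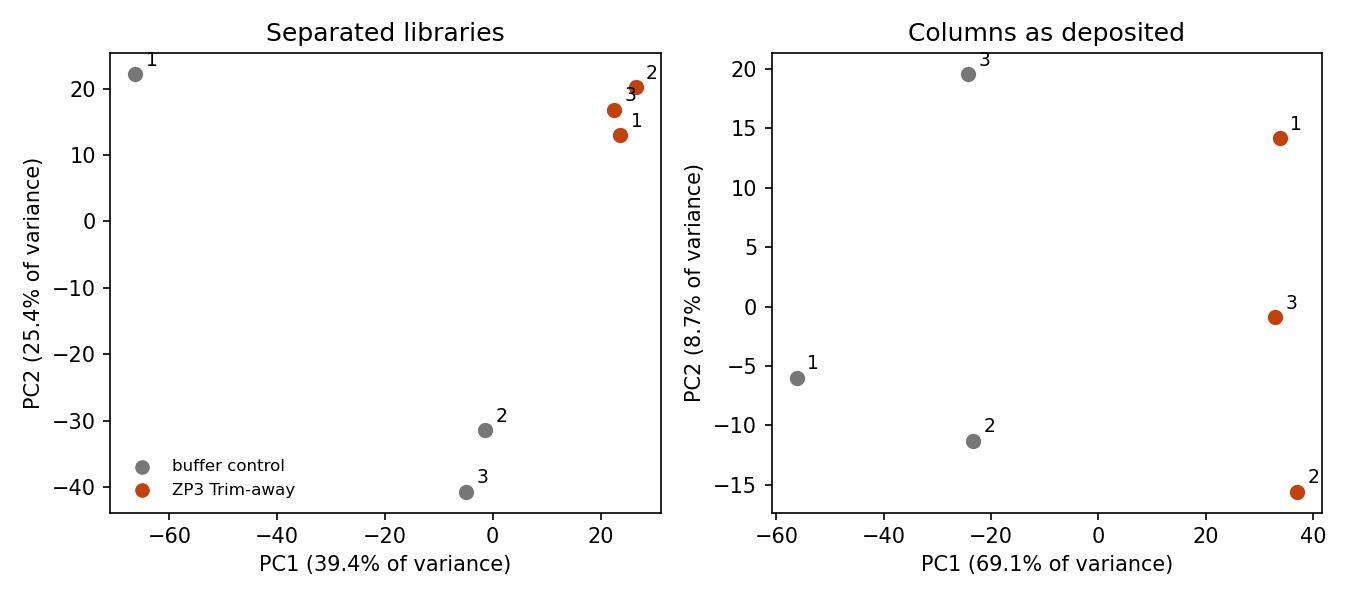
First and second principal components of log2(RPKM + 1), with the share of variance on each axis, for the separated libraries (left) and the columns as deposited (right); points are libraries with their replicate number (grey, buffer control; orange, ZP3 Trim-away). Control replicate 1 lies at -66.3 on the first component of the separated libraries, far from the other 5.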

Values the study reported

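The study reported that zygotes after ZP3 Trim-away were separated from controls by principal components 10 h after injection, and that differences of single genes at that time did not reach significance. At 24 h, in another series, it detected 17 833 transcripts, of which 11 137 were common to all samples. At that time 198 transcripts differed after Benjamini-Hochberg correction, and 190 of them by more than 2-fold, 147 lower and 43 higher.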

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

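The columns as deposited, these and the separated libraries unlogged and unmoderated, limma-voom, totals without Trim21 reads and removal of the length trend were chosen after the data were seen, the unlogged settings after the other values. The cause of a change was not tested except where it is stated.

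Against 63 genes past the test (38 also 2-fold), a pseudocount of 0.1 gave 19 (11), a pseudocount of 5 gave 145, a mean RPKM of at least 10 gave 368 (84), median ratio scaling 12 (11), TMM scaling 15 (14), quantile normalization 24 (19), the unmoderated gene-wise model 6 (4), a constant prior spread 11 (11) and library quality weights 100 (63). With no filter limma gave 0 genes (0 at 2-fold, 3323 at an unadjusted p under 0.05). With limma-voom on recovered reads it was 6 (1), with Trim21 reads left out of totals 19 (17), with the length trend removed 33 (15), with the columns as deposited 3707 (1304) and with these unlogged and unmoderated 1140 (485), against 3 (1) for the separated libraries unlogged and unmoderated. In limma averaging alone gave a median of 1577 calls in simulations with no changed gene. Without 1 library the counts ran from 0 to 300 (0 to 200 at 2-fold): 162, 300 and 125 without control replicate 1, 2 and 3, and 0 without each Trim-away replicate. Above 0 in all 6 libraries, 51 genes passed.

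With the replicate block limma gave 0 genes (0 at 2-fold, 1733 at an unadjusted p under 0.05), 5 gene lists, -0.73 for Trim21 (adjusted p = 0.0594) and the opposite camera direction for maternal effect genes, whose relative median was 0.03 in both settings. With the group mean of each gene taken off, libraries with the same replicate number correlated by -0.061, 0.019 and -0.053 across genes. Libraries of the 2 groups with different numbers gave -0.036 to 0.091. These values show no pairing by number, but with 3 libraries per group they cannot exclude it, and the labels do not state it.

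Against 3 gene lists, all higher, no filter gave 5 (4 higher, with translation factors added, and dormant mRNAs lower), a mean RPKM of at least 10 gave 1, camera with an estimated correlation 0 and fry 15. Without 1 library the number ran from 2 to 5, with 5 without Trim-away replicate 1 (3 higher, 2 lower). The replicate block gave 3 higher and 2 lower, the length trend removed 2 and 2, median ratio scaling 2 and 1, and a pseudocount of 0.1, genes above 0 in all 6 libraries, TMM scaling, quality weights, Trim21 reads left out, the columns as deposited and leaving out Trim-away replicate 3 gave 3 and 1 each. The lists that passed as lower were dormant maternal mRNAs, sperm markers and, with the length trend removed, oocyte transcripts, none of them past the test in the main setting (adjusted p = 0.0823, 0.057 and 0.581).

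The call of Trim21 was lost with a pseudocount of 0.1 (-0.73, adjusted p = 0.0507), no filter (-0.73, 0.173), genes above 0 in all 6 libraries (-0.73, 0.062), the unmoderated model (-0.73, 0.145), a constant prior (-0.73, 0.176) and voom (-0.74, 0.0682). Quantile normalization gave 0 (adjusted p = 1) by construction, since Trim21 ranks first in each library. Without 1 library the fold change of Trim21 ran from -0.82 to -0.66, and the call was lost without each Trim-away replicate (adjusted p = 0.19, 0.213 and 0.203). Zp3 passed with the columns as deposited (0.51, adjusted p = 0.0172) and turned with the length trend removed (-0.09). Zp1 ran from -0.67 to 0.3 without 1 library and turned without control replicate 2 (0.3).

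None of the other named genes that turned had been called. With median ratio scaling they were Orc6 (-0.03), Timm23 (-0.08), Eif4e1b (-0.12), Slbp (-0.12) and Bcl2l10 (-0.02). With TMM scaling they were Timm23 (-0.02), Eif4e1b (-0.07) and Slbp (-0.07). With quantile normalization they were Orc6 (-0.05), Timm23 (-0.06), Eif4e1b (-0.13), Slbp (-0.06), Tppp3 (-0.54) and Bcl2l10 (0). With Trim21 reads left out they were Eif4e1b (-0.03) and Slbp (-0.03), with a pseudocount of 5 Tppp3 (-0.04) and with quality weights Hsp90aa1 (0). With the length trend removed they were Orc6 (-0.15), Timm23 (-0.28), Cox8a (-0.05), Dppa3 (-0.01), Btg4 (-0.01), Slbp (-0.02), Pttg1 (-0.04), Srp14 (-0.17), Bcl2l10 (-0.26), Tppp3 (-0.27) and Eif4e1b (-0.28). Without 1 library, Slbp ran from -0.01 to 0.2 and Timm23 from -0.08 to 0.22 (both turned without control replicate 1), Tppp3 from -0.24 to 0.27 (-0.24 without control replicate 1 or 2), Hsp90aa1 from -0.08 to 0.09 (0.09 without control replicate 1, 0.04 without Trim-away replicate 3), Eif4e1b from -0.01 (without control replicate 3) to 0.14 and mt-Atp8 from -0.31 to 0.02 (without Trim-away replicate 1).

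Direction here means that given by camera, which can turn while the median relative to all genes keeps its sign. Lists whose camera direction turned had not been called, and their relative medians under each setting follow, against 0.03 for maternal effect genes and 0.18 for RNA polymerase I and III genes in the main setting. Maternal effect genes turned with a pseudocount of 0.1 (-0.03), median ratio (0.02) and TMM scaling (0.02), quality weights (0.04), Trim21 reads left out (0.02), the length trend removed (-0.01), and without control replicate 2 (-0.03) or 3 (0.07) or Trim-away replicate 2 (0.05). RNA polymerase I and III genes turned with no filter (0.18), a mean of at least 10 (0.24), genes above 0 in all 6 libraries (0.22), median ratio scaling (0.18) and without control replicate 1 (0.08), with a range from 0.03 to 0.21 without 1 library. Zona genes turned with median ratio scaling (0.05), the length trend removed (-0.09) and without control replicate 3 (-0.17), with a range from -0.17 to 0.25 without 1 library. Cell cycle genes turned with median ratio scaling (0.03), mitochondrial transcripts with the length trend removed (-0.08), cumulus markers with genes above 0 in all 6 libraries (-0.08), and p53 genes without control replicate 2 (0.08, range from -0.06 to 0.08). With a mean of at least 10 the secretory pathway (-0.06), the cytoskeleton (0.04) and apoptosis (0) turned. Fry, which does not compare a list with other genes, gave the opposite direction to camera for innate immune (-0.07), apoptosis (-0.09), 24 h study (-0.1), mRNA decay (-0.12), oocyte (-0.15), p53 (0.02) and RNA polymerase I and III genes (0.18).

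The share of variance between groups ran from 27.1% to 63.5% over the other settings, with 29.8% to 45.5% without 1 library. Its exact permutation p was 0.3 without Trim-away replicate 1, 2 or 3 (31.4%, 29.8% and 31.2%), where other splits gave as large a share. In the other settings it was 0.1, and never lower.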

Other observations

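Genes listed at 0 in every control library were more frequent than the reverse. With a threshold of 0.5 RPKM chosen after the values were seen, 174 genes were listed at 0 in all 3 controls and above the threshold in all 3 Trim-away libraries, and 0 genes the other way round. Of these genes 118 code for proteins, and 4 belong to a list fixed before the data were examined. Those 4 include Inha, a cumulus and granulosa marker, and Cd52, a blood marker, and the others belong to the unfolded protein response list. Among genes with a Trim-away mean of 1 to 2 RPKM, 29.6%, 20.9% and 20.1% were listed at 0 in control replicates 1, 2 and 3, against 0.605%, 1.02% and 1.07% in the Trim-away libraries. Choosing genes by their Trim-away mean itself favours few zeros in those libraries, so the size of this contrast is partly set by the choice.

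With the type of test the study describes on the columns as deposited, 1140 genes passed an adjusted p of 0.05 here. That count is higher than the study's statement for this time point, and why the study obtained another outcome was not tested. The same unlogged and unmoderated test on the separated libraries, added after the first count was seen, gave 3 genes (1786 at an unadjusted p under 0.05), so the averaging of the control columns may account for most of the 1140 calls.

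For the ribosomal protein and oxidative phosphorylation genes, the tests were set before their values were seen but after the trend with length and the rate of zeros had been noticed, removing the length trend was itself chosen after seeing the data, and the bounds were then tightened to require a margin beyond the spread. With the length trend removed, the median relative to all genes was 0.4 for ribosomal proteins (bootstrap interval 0.33 to 0.53, camera adjusted p = 1.92e-06) and 0.34 for oxidative phosphorylation (0.28 to 0.49, 6.35e-06), against 0.57 and 0.49 before. The bootstrap resampled the genes of a list, not the libraries, so its interval does not measure the spread between pools. For these libraries, the values argue against the trend with annotated exon length as the whole cause of the higher medians. That length joins all annotated exons of a gene and can exceed the length of its mRNA. A bias with mRNA length was not tested and stays open. The calls themselves rest on the preset correlation and were lost with an estimated correlation before this correction (camera adjusted p = 0.242 and 0.141). Among genes with a mean of at least 10 RPKM the relative medians were 0.45 (11 ribosomal protein genes, camera adjusted p = 0.0659) and 0.47 (21 genes, 0.0465; interval 0.12 to 0.83), so lower capture of RNA in the controls stays open because few members remain. Before the margin was required, the value for oxidative phosphorylation had counted against that explanation. Reads shared with pseudogenes and an effect of the antibody or of ZP3 loss also stay open, the latter because it goes with the groups.

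For the fewer genes above 0 in the controls, the tests on depth and on cumulus markers were chosen after the result was seen. The controls had the higher median total, 18.6 against 15.7 in units of 1e6 reads, which argues against lower depth. Genes listed at 0 in all 3 controls were 3.11 times as many as independent zeros give (176 against 57, exact Poisson interval 2.67 to 3.61). A value over 3 was to count against random loss of RNA, and it did so until the margin was tightened after this value was seen. The interval takes genes of the same libraries as independent and the 57 as known, so it does not measure the spread between pools. The 57 came from bins of Trim-away mean and exon length. Genes within a bin can differ in their rate of zeros, which raises the number at 0 in all 3 controls even under random loss. The test therefore cannot decide, and random loss stays open. Cumulus and granulosa markers had a relative median of 0.62 (camera adjusted p = 0.41, 10 genes), which was negative among genes above 0 in all 6 libraries. That filter leaves out any marker listed at 0 in a control, so the negative value does not weigh against RNA of such cells. Although the study's methods state that cumulus cells were taken off with hyaluronidase, these values do not settle whether some RNA of such cells remained. No biological explanation was tested apart from the groups.

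For the excess of higher calls, leaving out Trim21 reads and removing the length trend were chosen after the data were seen. With a mean of at least 10 RPKM, 84.8% of 368 calls were higher (exact binomial interval 80.7% to 88.3%). A share this high was to count against lower capture in the controls as the whole cause. The median log2 fold change of these genes was still 0.2, however, so a shift of all genes alone could give mostly higher calls. The interval also counts genes of the same 6 libraries as independent. The test therefore cannot decide, and lower capture stays open. With Trim21 reads left out of the totals, 84.2% of 19 calls were higher (60.4% to 96.6%), which counted against dilution by Trim21 before the bound was tightened and leaves it open now. Without these reads the median log2 fold change of all tested genes was 0.14 instead of 0.22. The calls were 19 instead of 63, so the number of calls depended on Trim21 reads in the totals. With the length trend removed, 36.4% of 33 calls were higher (20.4% to 54.9%), so a candidate explanation is a bias with gene length. Libraries within ZP3 Trim-away differed in the length trend too (rho -0.18 to 0.12, against -0.15 to -0.27 between groups), and control pairs differed less (-0.07 to 0.01). Removing the trend also centres the libraries, and centring by median ratio scaling alone left 75% of calls higher. An effect of the antibody or of ZP3 loss stays open, untested.

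The 10 splits of the 6 libraries into 3 and 3 are too few for a share under 0.05. The real split was the only 1 with as many genes past an adjusted p of 0.05 (63, highest other 0), as many also 2-fold (38, highest other 0) and as many gene lists (3, highest other 2).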
